# Transcriptome Analysis on Maternal Separation Rats With Depression-Related Manifestations Ameliorated by Electroacupuncture

**DOI:** 10.3389/fnins.2019.00314

**Published:** 2019-04-05

**Authors:** Yuanjia Zheng, Jiang He, Lili Guo, Lin Yao, Xiaorong Zheng, Zhihua Yang, Yucen Xia, Xiaoli Wu, Yang Su, Nenggui Xu, Yongjun Chen

**Keywords:** electroacupuncture, transcriptome, prefrontal cortex, maternal separation, depression

## Abstract

Maternal separation (MS), a stressful event in early life, has been linked to neuropsychiatric disorders later in life, especially depression. In this study we investigated whether treatment with electroacupuncture (EA) could ameliorate depression-related manifestations in adult animals that had adverse early life experiences. We demonstrated depression-like behavior deficiencies in a sucrose preference test and a forced swimming test in a rat model with neonatal MS. Repeated EA treatment at the acupoints Baihui (GV20) and Yintang (GV29) during adulthood was shown to be remarkably attenuated above behavioral deficits. Using unbiased genome-wide RNA sequencing to investigate alterations in the transcriptome of the prefrontal cortex (PFC), we explored the altered gene sets involved in circadian rhythm and neurotransmitter transporter activity in MS rats, and their expression tended to be reversed after EA treatment. In addition, we analyzed the interaction network of differentiated lncRNA– or circRNA–miRNA–mRNA by using the principle of competitive endogenous RNA (ceRNA). These results suggest that EA at GV20 and GV29 ameliorates depression-related manifestations by regulating the expression of multiple genes.

## Introduction

The mother–child relationship has been reshaped by rapid societal changes. Mother-newborn separation shortly after birth, for example, has become routine following hospital births (Csaszar-Nagy and Bokkon, 2018). In the past 30 years, the phenomenon of rural children living apart from their parents, who work in cities, has become so widespread that as many as 37.7% of children in China are affected (Wang, 2015). A growing body of literature indicates that adverse early life experience is significantly associated with susceptibility to stress-related psychopathologies such as depression (Gibb et al., 2007) and anxiety (Coplan et al., 2014; Ishikawa et al., 2015) disorders. Similarly, parental loss due to sudden death increases the vulnerability of children to depression (Brent et al., 2009). Although the molecular basis has not been fully elucidated, neonatal maternal separation (MS), an early-life adverse event, can have long-lasting effects on neural development and increases risk of adult psychopathology in human adults (Hanson et al., 2012).

Depression is a common mental disorder worldwide, with over 322 million people being diagnosed with it every year. As the leading cause of disability worldwide (Cai et al., 2015) participants with depression had greatly higher total healthcare costs than those without ($20,046 vs. $11,956; *p* < 0.01) in previous study (Unutzer et al., 2009). The selective serotonin reuptake inhibitors (SSRIs) and serotonin and noradrenaline reuptake inhibitors (SNRIs) that are currently the first-line treatment options for major depressive disorder (MDD) (Dale et al., 2015) usually require 4–6 weeks, and sometimes longer, to be effective (Liu et al., 2015). The side effects of their long-term use include sleep disturbance (Roohi-Azizi et al., 2018) and non-response to other classes of antidepressants (Li Q. et al., 2013). To induce a depression-like phenotype for investigating the antidepressant effects of the drugs, various rodent models were used, such as being exposed to chronic unpredictable mild stress, learned helplessness, chronic social defeat stress and so on (Cao et al., 2013; Alboni et al., 2017; Post and Warden, 2018). Adverse experience in early life is associated with stress-related psychopathologies, and previous studies have shown neonatal rats or mice exposed to MS were displayed depression-like behavior in adulthood (Vetulani, 2013; Sadeghi et al., 2016; Tchenio et al., 2017).

Acupuncture as a well-known useful treatment for depression has been proven. For example, acupuncture (electro- and manual) may moderately reduce the severity of depression by the end of treatment (SMD -0.66, 95% CI -1.06 to -0.25, five trials) in total 488 participants (Smith et al., 2010). According to a report from the Department of Veterans’ Affairs from Washington, DC, United States, depression is one of the nine clinical indications relevant to mental health for acupuncture (Hempel et al., 2014). However, the molecular mechanisms through which electroacupuncture (EA) modulates depressive behaviors are largely uncharacterized. Rat is an organism that provides a model with clinically relevant phenotypes for exploring new therapeutics (Jacob and Kwitek, 2002) and for studying the mechanism of acupuncture (Kou et al., 2017; Zhang Z.Y. et al., 2018). Furthermore, as acupuncture or EA can ameliorate depressive-like behaviors, a rat model of depression is a tool that has been widely used to investigate the antidepressant effects of acupuncture (Lu et al., 2016, 2017; Jiang et al., 2017). “Baihui” (GV 20) – “Yintang” (GV 29) are considered to be the optimized acupoint modules for mental illness (Duan et al., 2009a, 2014; Jiang et al., 2017), and our previous study indicates that EA at GV 20–GV 29 acupoints ameliorates cognitive deficits and improves hippocampal synaptic plasticity in adult rats with neonatal MS (Guo et al., 2018).

To investigate whether acupuncture can alleviate psychopathology in adults with stress-related adverse early life experiences, as well as to detail the mechanism by which acupuncture might regulate gene expression, we generated rat neonatal MS models and applied EA treatment at the GV20 and GV29 acupoints. Additionally, to explore experimentally the mechanisms involved with MS-induced depression, unbiased RNA sequencing (RNA-Seq) was used to identify rat genome-wide alterations in the prefrontal cortex (PFC) after MS and EA treatments. Furthermore, analysis of the interaction network of differentiated long non-coding RNA (lncRNA)- or circular RNA (circRNA)-miRNA-mRNA was performed using the principle of competitive endogenous RNA (ceRNA). Our study is the first to provide new information on the mechanism underlying anti-depressive effects of EA in adult rats with neonatal MS experience.

## Materials and Methods

### Experimental Animals

Male and nulliparous female Wistar rats of 180∼220 g were obtained from the Guangdong Medical Laboratory Animal Center. Animals were housed in the standard cages in controlled temperatures (20–22°C) and a 12-h light–dark cycle room. Food and water were available *ad libitum*. Animals entered the study at 8 weeks of age following a week-long acclimatization period and were mated at a 2:1 ratio of male to female rats. The female rats were raised alone once found to be pregnant. Wistar dams were assigned partly to control groups, with most to the molding groups. For each litter, the day of birth was named as postnatal day 0 (PND0) and the day after PND0 was the first day of molding, which was set as PND1. The experimental procedure was approved by the Animals Care and Use Committee of Guangzhou University of Traditional Chinese Medicine.

### Maternal Separation Model

From PND1 to PND21, MS that kept the mothers from their filial generation of molding groups into another cage for 4 h (9:00–13:00) was conducted every day. The mothers and litters in control groups were under no disturbance until weaning. All pups were weaned at PND21 and the males were housed four or five per cage until adult age, and the females were eliminated. The experimental procedure was approved by the Animals Care and Use Committee of Guangzhou University of Traditional Chinese Medicine. All efforts were made to minimize the animals’ suffering and to reduce the number of animals used for experiments.

### Animal Groups

#### Vehi, MS+Vehi, and MS+Flu

To determine whether the MS model induced depression in adulthood, at PND60, the litters belonging to healthy reservation groups were assigned to Vehicle group (Vehi), and the molding rats were assigned randomly into two groups: vehicle group (MS+Vehi) and Fluoxetine group (MS+Flu).

#### Cont, MS, EA, and Sham-EA

To examine whether the EA stimulation had effect on MS rats, in another trial, at the PND60, the litters belonging to healthy reservation groups were assigned to control group (Cont), and the molding rats were assigned randomly into three groups: maternal separation group (MS), MS with electro-acupuncture treatment group (EA) and MS with sham EA treatment group (Sham-EA).

### Treatment

All the treatments were performed from PND61 to PND81 every other day.

#### EA Stimulation

Using isoflurane (RWD, Shenzhen, China), the EA rats were positioned in the induction case with an anesthetized concentration of 5% for the initial 5 min for deep anesthetized condition, and then they were moved to the EA operating platform with a 2% concentration for the middle 10 min, decreasing to 1.5% for the last 5 min. Disposable acupuncture needles as previous reported (Guo et al., 2018) were inserted to the acupoints of GV20 and GV29. The Master-8 Stimulator (Master-8, AMPI, Israel) was connected to deliver electrical current to the needles. We set the output parameters as follows: holding the frequency constant at 2 Hz and intensities at 2 mA, for 15 min. EA stimulation was administered every other day for 15 min starting at 8:30 a.m. Rats in the Sham-EA group were anesthetized with isoflurane as the EA group. The difference was rats in the Sham-EA group received no electrical stimulation; a disposable acupuncture needle was attached to the surface near GV20 and GV29 but apart from any other known acupoints. The Cont rats and MS rats only received anesthetization conduction.

#### Fluoxetine Administration

The MS+Flu group were given injections of fluoxetine (10 mg kg^-1^, i.p.) while rats in the Vehi group and the MS+Vehi group received injections of an equal volume of saline (i.p.) from PND61 to PND81.

### Behavioral Tests

#### Body Weight Measurement

The body weights of rats in each group were measured every week during this period at 9 a.m. by balances (MS3002ts/00, Mettler Toledo).

#### Sucrose Preference Test (SPT)

In training days, each rat was exposure to two bottles of 1% sucrose solution for 24 h in the first day, and two bottles of tap water in the second day. In the third day, the bottles and food were withdrawn to make the rats hungry and thirsty. On the test day, bottle A contained 1% sucrose solution, and bottle B contained water. The fluid that was consumed from each bottle was measured after 24 h. The sucrose preference of each rat was calculated as 100 × [VolA/(VolA + VolB)], and the total fluid intake was calculated as VolA + VolB.

#### Forced Swimming Test (FST)

The FST was performed in a clear glass cylinder (height 45 cm, diameter 20 cm), which was filled to 30 cm with water (22–25°C). The test lasted for 5 min. The duration of immobility was recorded by JLBehv-FSR-4 (Shanghai Jiliang Software Technology Co., Ltd.).

#### Elevated-Plus-Maze Test (EPMT)

The elevated-plus-maze test consisted of two opposing open arms (50 cm × 15 cm) and two opposing enclosed arms (30 cm × 50 cm × 15 cm) that were connected by a central platform (15 cm × 15 cm), forming the shape of a plus sign. All of the measurements were taken in a dimly lit experimental room, in which the rats where acclimatized for at least 30 min before testing. The times that were spent in the open arms and the enclosed arms were recorded over a 10 min test period. The maze was cleaned with a solution of 20% ethanol in water between the sessions.

#### Open Field Test (OFT)

The open field presented an open box structure (80 cm × 80 cm × 40 cm) with a black square at the bottom. A camera device was installed directly above the central area of the open field. Before the experiment, the rats were conditioned for 60 min in advance in the test room. Uniform light and a quiet environment throughout the test were ensured. The rats were gently lowered into the central part of the square and allowed to move freely in the open field for 10 min. Its total distance and the time in the central area were recorded. The area was cleaned with 20% alcohol between the sessions. Only after the alcohol smell dissipated and the bottom of the box was without obvious signs of moisture were the rats tested.

#### Light-Dark Box Test

The test was carried out in a soundproof box with a light box (25 cm × 25 cm × 40 cm) and a dark box (25 cm × 25 cm × 40 cm). The dividing wall was inserted with an opening hole (8 cm × 7.5 cm) to allow the animal’s free movement from one compartment to another. The illumination was above the light box. The animal was released into the center of the light compartment (facing away from the opening) and was allowed to explore the area for 10 min. Distance traveled and time spent in different compartments were recorded by JLBehv-FSR-4 (Shanghai Jiliang Software Technology Co., Ltd.). The box was cleaned with a solution of 20% ethanol in water between the sessions.

### Radioimmunoassay

The reagent kits of corticosteroid (CORT) and adrenocorticotropic hormone (ACTH) for measurement of amounts were purchased from IZOTOP Institute of Isotopes Ltd. and Beijing North Biotechnology Research Institute, respectively. All determination procedures were according to the manufacturers’ instructions.

### Tissue Extraction and RNA Sequencing

Three samples per group (Cont, MS, and EA group) were sent for RNA sequencing. Rats were anesthetized with isoflurane (RWD, Shenzhen, China). The induced anesthesia concentration was 5% to perform tissue extraction. PFC was removed quickly and then put in liquid nitrogen for quick freezing. Then the PFC was stored at -80°C until tissue processing. Total RNA was extracted by Trizol reagent (Invitrogen) from tissue. RNA samples were prepared by using rRNA Depletion Kit (NEBNext^®^). The DNA libraries were applied to cluster generation and sequencing using cBot Operation for HD V2.5 Reagent and HiSeq X Operation for HD v2.5 reagent_v1.3 (Illumina). Sequencing was performed using Hiseq X ten (Illumina, United States). The raw data were deposited onto NCBI’s Read Gene Expression Omnibus (GEO) database and the accession number is GSE124387. RPKM (Reads Per kb per Million reads) was used to calculate gene expression from RNA-Seq data, which can eliminate the influence of gene length and sequencing amount for calculating gene expression. If multiple transcripts exist in a gene, we select the longest one to calculate sequencing depth and expression.

### Data Analysis

#### Statistical Analyses

All of the results are expressed as the means ± SEM. The statistical analyses were performed using SPSS 17.0 software. Potential differences between the mean values were evaluated using two-way or one-way analysis of variance (ANOVA) followed by the least significant difference (LSD) test for *post hoc* comparisons when equal variances were assumed. Non-parametric Kruskal–Wallis test was used to compare differences through groups when there was heterogeneity of variance. The significance level for all of the tests was set at *p* < 0.05.

#### Computational Analysis for RNA-Seq Data

Reads were filtered for quality by Fast-QC program and mapped to the rat genome (NCBI assembly Rnor_6.0) by the Hisat2 program. EB-Seq algorithm (Leng et al., 2013) was applied to filter the differentially expressed genes after the significant analysis and false discovery rate (FDR) analysis under the following criteria: fold change >1.5 or <0.667; FDR <0.05. According to the NCBI Gene Ontology database, GO analysis was performed by using Fisher’s exact test. It classifies the GO terms, and the FDR was calculated to correct the *p-value*. We utilized Miranda (Picao-Osorio et al., 2015) and RNAhybrid (Rehmsmeier et al., 2004) as the tools for predicting differentially expressed miRNA targets on circRNA, lncRNA, and mRNA.

For Series Cluster analysis, the raw expression values were converted into log2 ratio. Using a strategy for clustering short time-series gene expression data, we defined some unique profiles. Significant profiles have higher probability than expected by Fisher’s exact test and multiple comparison test (Ramoni et al., 2002). The following expression tendencies are what we had interest in: the genes decreased in MS rats compared to control rats but increase in EA rats contrasted with MS rats (decrease-increase type); the genes increased in MS rats compared to control rats but decreased in EA rats in contrast to MS rats (increase-decrease type). Based on that, the expression of mRNA and circRNA as well as mRNA and lncRNA satisfying this relationship are positively correlated; series cluster analysis is performed to identify a set of unique expression tendencies.

## Results

### Neonatal MS Induced Depression-Like Behavioral Deficits in Adults

To confirm whether neonatal MS affects the onset of affective disorders in adults, we replicated the MS model to monitor depression- and anxiety-related behaviors in Wistar rats (Figure 1A). Before the beginning of the behavior test, body weight was measured every week. We found that the weight of rats with MS (MS+Vehi) increased slightly in adulthood compared with control (Vehi) and MS rats with Fluoxetine treatment (MS+Flu) (Figure 1B). In tests for depression-like behaviors, we applied SPT and FST, two well-known tests for detecting anhedonia and despair symptoms of depression disorder (Tye et al., 2013; Liu et al., 2018; Ji et al., 2019). Rats in the MS+Vehi group showed a significantly reduced sucrose consumption rate in SPT and increased duration of immobility in FST compared to Vehi. The administration of Fluoxetine restored sucrose consumption and immobility behavior deficits in both instances (Figure 1C,D). We next performed the EPM task, a well-established test of anxiety-like behavior (Walf and Frye, 2007). We found that rats from the three groups spent similar amounts of time in open arms (Figure 1E). To further detect whether MS rats have anxiety-like behaviors, the OFT and light/dark box test were performed (Bourin and Hascoet, 2003). There was no difference between the control and MS rats on the total distance, time in center in OFT, and time in light in light/dark box test (Supplementary Figure S1). Together, these results suggested that the MS model rat in the current study was successfully replicated for depression, but not anxiety.

**FIGURE 1:**
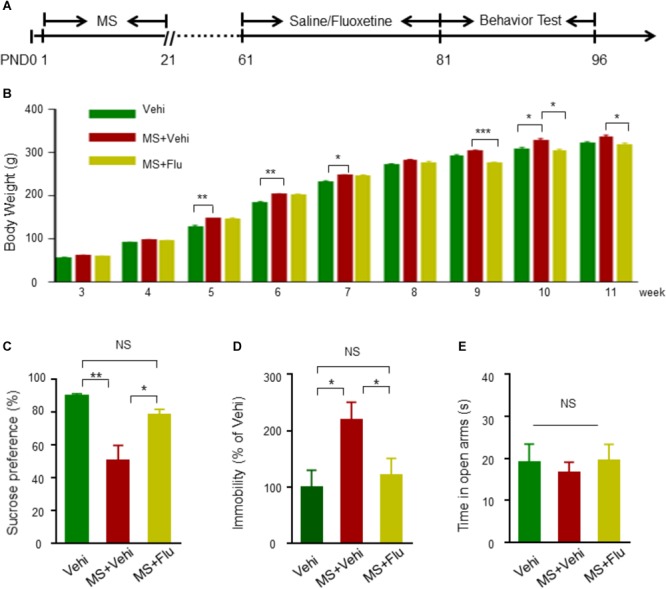
Neonatal MS induced depression-like behavioral deficits in adult Wistar rats. **(A)** The experimental schedule of MS, Fluoxetine administration, and behavioral test. Fluoxetine 10 mg kg^-1^ i.p. administration when rats were 8 weeks old before behavioral assessment at 11 weeks old. **(B)** Animals in all subgroups were weighted on the 3rd, 4th, 5th, 6th, 7th, 8th, 9th, 10th, and 11th postnatal weeks (*n* = 11 rats per group). **(C)** Reduced sucrose preference rate by rats with MS in SPT test compared to Vehi group rats, and the reduction was diminished after Fluoxetine administration (*n* = 11 rats per group, *F*_(2,30)_ = 30.82, one way-ANOVA). **(D)** Elevated immobility time in rats with MS+Vehi compared to Vehi rats and the elevation was ameliorated by Fluoxetine administration (*n* = 11 rats per group, *F*_(2,30)_ = 0.037, one way-ANOVA). **(E)** There was no difference on time in open arms in EMP test (*n* = 10–11 rats per group, *F*_(2,28)_ = 1.086, one way-ANOVA). Data are expressed as the means ± SEM. ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001. NS, not significant.

### EA Induced Antidepressant-Like Effects

To assess the effect of EA treatment on depression-like behavioral deficits in adult rats that suffered from MS, rats were tested for sucrose consumption in SPT and the total duration of immobility in FST (Figure 2A). Rats in the MS and the Sham-EA groups exhibited a decreased rate of sucrose consumption compared to controls (Figure 2B). However, the level of sucrose consumption in the MS+EA group was similar to the control group (*p* > 0.05), suggesting the anhedonia was attenuated after the EA treatment. Similarly, rats in the MS and Sham-EA groups showed increased immobility time compared to controls in FST. However, EA treatment dramatically decreased the total duration of immobility in rats with neonatal MS (Figure 2C). These results suggested that MS-induced depression-like behavior deficits were ameliorated after EA treatment.

**FIGURE 2:**
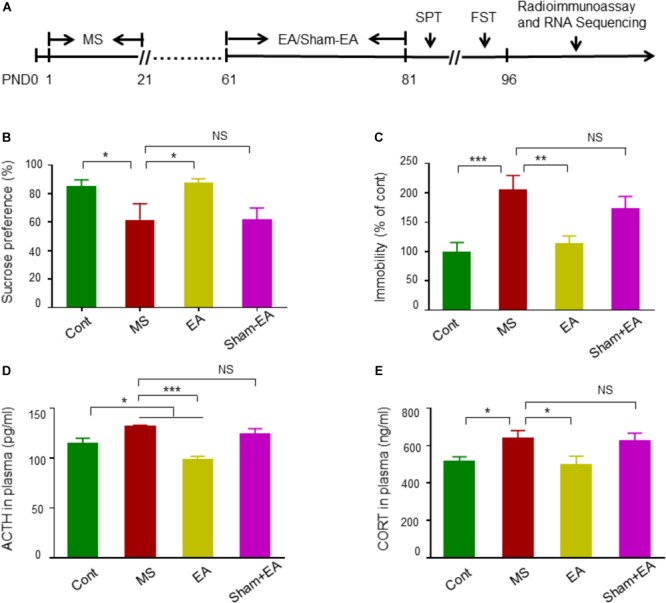
Electroacupuncture (EA) ameliorated depression-like behavioral deficits in rats exposed to neonatal MS. **(A)** The experimental schedule of MS, EA, or Sham-EA treatment, behavior tests and radioimmunoassay. **(B,C)** EA at GV20 and GV29 on rats with neonatal MS significantly elevated sucrose preference rate and reduced immobile rate in rats with neonatal MS (*n* = 10–13 rats per group, *F*_(3,44)_ = 7.949, non-parametric Kruskal–Wallis; *F*_(3,44)_ = 1.109, one way-ANOVA). **(D,E)** Radioimmunoassay of ACTH and CORT levels in plasma (*n* = 8–10 rats per groups, *F*_(3,32)_ = 2.884, one way-ANOVA; *F*_(3,36)_ = 0.793, one way-ANOVA). Data are expressed as the means ± SEM. ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001. NS, not significant.

To further demonstrate that EA could attenuate depression-like impairment in rats with neonatal MS, we measured the plasma ACTH and CORT levels, which is a biological indicator of depression and in part explains the relationship between hypothalamic-pituitary-adrenal (HPA) axis regulation and MS-induced depression (Mirescu et al., 2004; van der Doelen et al., 2014; Gururajan et al., 2016; Salvat-Pujol et al., 2017). Rats in the MS and Sham-EA groups showed dramatically increased plasma ACTH and CORT levels, which were significantly decreased by EA treatment (Figure 2D,E). These results indicated that repeated EA intervention induced antidepressant-like effects in rats with neonatal MS.

### RNA-Seq of PFC Transcriptome

We further investigated the possible mechanisms after confirming the anti-depressive effects of EA on rats with neonatal MS. RNA was extracted from the PFC, a brain area which is highly associated with the onset of depression (Kumar et al., 2015; Seo et al., 2017), in control, MS and EA therapy rats. 

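The data behind the results on mRNA and lncRNA are the numbers of reads that the authors counted on each gene in 9 rats, with 3 rats in each of the Control, MS and EA groups. The MS and EA rats had been kept apart from their mothers for 4 h per day from PND 1 to PND 21. The EA rats then received EA at 2 Hz and 2 mA for 15 min per session between PND 61 and PND 81. The labels of the samples name the frontal cortex and an age of 14 weeks, and the paper gives PND 96 for the removal of the PFC. The authors filtered the reads for quality and mapped them to Rnor_6.0 with Hisat2. The paper's text does not name the program that counted the reads, its strand setting, or how reads with several locations were treated. The deposited values are whole-number counts without normalization for 37209 genes, named by symbol and typed as mRNA or as a class of non-coding RNA. The total per rat was between 16153292 and 19007907 counts in the Control group, with a median of 16240923. It was between 16106381 and 17243320 in the MS group, with a median of 17137784, and between 12479905 and 14913736 in the EA group, with a median of 13893150. Counts were normalized by edgeR's TMM method, and expression is given in CPM, edgeR's counts relative to the normalized library size. The 16837 genes that passed edgeR's filterByExpr were tested by edgeR's quasi-likelihood F test, in one model with a mean for each group. A gene was taken as differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 1.5 in either direction. Counts varied between rats of a group by more than counting error, with a biological coefficient of variation of 12.7%. With 3 rats against 3, an exact two-sided permutation test of a single value gives no p under 0.1, so adjusted p values come from the model across all genes. The rats of the 3 groups are different animals, so no paired analysis was made.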

After depletion of rRNA, unbiased deep sequencing was performed to an average depth of ∼89 million reads per sample in the three groups. Approximately 68 million reads mapped to unique locations on the NCBI assembly Rnor_6.0 reference genome (Supplementary Table S1).

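The paper's Table S1 gives a mean of 89229498 reads sequenced and 68154309 reads uniquely mapped per rat. The counts on genes amounted to 24.6% of the uniquely mapped reads in the Control group, 24.4% in the MS group and 20.9% in the EA group. If each count stands for a pair of reads, these shares would be 49.3%, 48.7% and 41.8%. Which of these readings applies is not known, since the counting is not described. In the paper's Table S1, the GC content of the reads lay between 47% and 48.5% in the Control group, was 47% in each MS rat, and lay between 45% and 46% in the EA group. Genes typed as lncRNA held 0.870% ± 0.0627 of the counts (SD, n = 3) in Control rats, 0.903% ± 0.0567 (SD, n = 3) in MS rats and 1.07% ± 0.0816 (SD, n = 3) in EA rats. Each of the 3 EA rats had a higher share than each of the other rats. The most abundant genes did not dominate any library, with the top 10 genes holding between 4.11% and 4.93% of its counts. Counts of rats of the same group differed by 5.74 to 12.4 times the variance of pure counting error in the 9 pairs, and counts of rats of different groups by 6.88 to 25.0 times in the 27 pairs.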

### Identification of Differentially Expressed Genes Under EA Treatment in PFC of Rats With Neonatal MS

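The grouping of the rats was computed by average linkage on 1 minus the Pearson correlation of log2 CPM. Of the 82 mRNAs in Table S2, 76 were among the genes tested here. Over these genes, the Control, MS and EA rats each formed a branch of their own, and the first division parted the EA rats from the others. These genes had been selected for a difference between the groups. As a check, 100 groupings of the rats, the real one included, were each given their own genes with the smallest edgeR p. These were 48 genes for MS relative to Control and 39 for EA relative to MS, of any type and without a threshold. Of the 100 groupings, 54 put all 3 groups on branches of their own. This selection resembles that of Table S2 but does not repeat it. Over all tested genes, only the Control rats formed a branch of their own. The first division there parted the MS rat B4 and the EA rats C3 and C16 from the other rats. Euclidean distance or complete linkage gave the same numbers of groups on their own branches for both sets of genes, but with complete linkage the first division over the genes of Table S2 parted the MS rats from the Control and EA rats.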

To determine the regulation of mRNA expression, we performed an unsupervised clustering analysis of the significantly regulated genes in the PFC (Figure 3A). The EBseq algorithm was applied to filter the differentially expressed genes after the significant and FDR analyses (fold change >1.5 or <0.667; FDR <0.05). 

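Between MS and Control rats, 4 genes were differentially expressed, 3 upregulated and 1 downregulated, and 1787 genes had an unadjusted p under 0.05. The largest change of this number came from a filter of at least 1 count, under which 207 genes passed. The mitochondrial gene ATP8 rose from 117 ± 19.2 CPM (SD, n = 3) in Control rats to 311 ± 19.4 CPM (SD, n = 3) in MS rats. Its log2 fold change was 1.41 (standard error 0.126, edgeR adjusted p = 5.6e-04). Slco1a2 rose from 67.8 ± 5.57 CPM (SD, n = 3) to 108 ± 13.8 CPM (SD, n = 3), with a log2 fold change of 0.67 (standard error 0.0928, edgeR adjusted p = 0.0421). Acsm3 rose from 0.951 ± 0.447 CPM (SD, n = 3) to 13.1 ± 4.56 CPM (SD, n = 3), with a log2 fold change of 3.78 (standard error 0.535, edgeR adjusted p = 0.0421). Acsm5 and Pdilt, which lie near Acsm3 on the chromosome, had their highest counts in the MS rats B3 and B6 as Acsm3 did. The downregulated gene, LOC100360791, is typed as non-coding. Of the 48 mRNAs in the paper's Table S2 for this comparison, 44 were tested, and all 44 changed in the direction given there. Over all tested genes 3 of them passed both thresholds, and 44 passed when p was adjusted over the list alone, which the paper had drawn from the same counts. For Micu3 the log2 fold change was 0.61 (edgeR adjusted p = 0.0578), and for Pcdh7 it was 0.95 (edgeR adjusted p = 0.0578). Dip2b, also in that table, was counted in the Control rat A1 alone, with 67 reads. For Chrnb3 the Control rats were at the detection floor of 3 counts, and the MS mean was at least 23.8-fold higher. That mean rested largely on B4, since the MS rats B3, B4 and B6 had 15, 170 and 25 reads. The log2 fold change of Chrnb3 was 5.36 over all rats (edgeR adjusted p = 0.113) and 3.50 without B4.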

Forty-eight genes were significantly and differentially expressed in MS rats relative to control rats, with 39 upregulated genes and 9 downregulated genes. Thirty-nine genes in the EA rats relative to the MS rats show differential expression, with 21 genes upregulated and 18 genes downregulated (Supplementary Table S2). 

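In the EA rats relative to the MS rats, 3 genes were upregulated and 0 downregulated past both thresholds, and 2093 genes had an unadjusted p under 0.05. Hist2h4a had 182, 145 and 127 reads in the EA rats and at most 1 read in each of the other rats, so that its mean was at least 61.7-fold higher than in MS rats (edgeR adjusted p = 8.7e-06). The summed expression of the 3 other histone H4 genes was 35.6 ± 3.57 CPM (SD, n = 3) in MS rats and 36.3 ± 4.69 CPM (SD, n = 3) in EA rats. The other genes past both thresholds were the clock genes Dbp and Per3. With the EBSeq model, which moved this number most, 87 genes passed. The filter that asked for at least 10 counts in every rat removed Hist2h4a and left 0 genes past the thresholds, with 1951 genes at an unadjusted p under 0.05. Of the 39 mRNAs in the paper's Table S2 for this comparison, 37 were tested, and all 37 changed in the direction given there. Of these, 3 passed both thresholds over all tested genes, and 37 passed when p was adjusted over that list alone, which comes from the same counts. Cd93 had a log2 fold change of -1.01 (standard error 0.159, edgeR adjusted p = 0.0938). Oxt had 258 of its reads in the MS rat B4 and at most 1 read in each EA rat. LOC100909950 had 85 reads in B4 and at most 2 in any other rat, and LOC103689971 had 147 reads in the EA rat C10.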

Venn analysis was additionally applied to learn the possible marker that participates in the exertion of acupuncture’s antidepressant effect. We found three of them (*Ucp3, Cplx3, Dbp*) can be reversed by EA treatment in the nine downregulated genes following MS. Similarly, EA treatment reversed 2 (*LOC102555167, Syt6*) of the 39 upregulated genes following MS (Figure 3B,C).

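Cplx3 fell from 6.81 ± 1.07 CPM (SD, n = 3) in Control rats to 4.30 ± 0.376 CPM (SD, n = 3) in MS rats and stood at 9.16 ± 1.25 CPM (SD, n = 3) in EA rats. Its log2 fold change was -0.66 in MS relative to Control rats (standard error 0.179, edgeR adjusted p = 0.186) and 1.09 in EA relative to MS rats (standard error 0.178, edgeR adjusted p = 0.103). Dbp had 97.1 ± 13.4 CPM (SD, n = 3) in Control rats, 61.3 ± 1.50 CPM (SD, n = 3) in MS rats and 111 ± 17.6 CPM (SD, n = 3) in EA rats. The log2 fold changes of Dbp were -0.66 (standard error 0.115, edgeR adjusted p = 0.0578) and 0.86 (standard error 0.115, edgeR adjusted p = 0.0470). Ucp3 had 0.117 ± 0.122 CPM (SD, n = 3) in Control rats, 1.76 ± 0.651 CPM (SD, n = 3) in MS rats and 0.290 ± 0.191 CPM (SD, n = 3) in EA rats. For Ucp3 the log2 fold change was 3.82 in MS relative to Control rats (standard error 0.691, edgeR adjusted p = 0.0766) and -2.58 in EA relative to MS rats (standard error 0.623, edgeR adjusted p = 0.205). For each of these genes the values of the MS rats overlapped neither those of the Control rats nor those of the EA rats. With each rat left out in turn, the log2 fold change in EA relative to MS rats stayed between 0.97 and 1.16 for Cplx3, between 0.72 and 0.94 for Dbp, and between -2.92 and -2.11 for Ucp3.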

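LOC102555167 had 7.66 ± 0.630 CPM (SD, n = 3) in Control rats, 11.6 ± 1.88 CPM (SD, n = 3) in MS rats and 7.22 ± 0.456 CPM (SD, n = 3) in EA rats. Its log2 fold change was 0.60 in MS relative to Control rats (standard error 0.151, edgeR adjusted p = 0.164) and -0.69 in EA relative to MS rats (standard error 0.154, edgeR adjusted p = 0.184). Syt6 had 8.60 ± 0.476 CPM (SD, n = 3) in Control rats, 5.32 ± 1.35 CPM (SD, n = 3) in MS rats and 11.0 ± 2.44 CPM (SD, n = 3) in EA rats. For Syt6 the log2 fold change was -0.69 in MS relative to Control rats (standard error 0.203, edgeR adjusted p = 0.220) and 1.04 in EA relative to MS rats (standard error 0.203, edgeR adjusted p = 0.184). Over all tested genes, 0 passed both thresholds in both comparisons with opposite signs. At an unadjusted p under 0.05 and the same fold change, 78 genes did so, and 6 genes passed with the same sign in both. The largest number in opposite directions past the adjusted thresholds, 16, came with all genes of at least 1 count tested. With the EBSeq model in place of edgeR's test there were 5, namely Cplx3, Dbp, LOC102555167, Syt6 and Ucp3. Of the 37 tested mRNAs that the paper lists as upregulated in MS rats, 36 were still on the MS side of the Control mean in EA rats. The median share of the MS change that the EA rats kept was 0.925 over these mRNAs, and 16 of them lay beyond the MS mean. For the 7 tested mRNAs listed as downregulated, this median was -0.173. The same Control rats enter both parts of this share, which can lift it above 0 with no change kept. Between EA and Control rats, 138 mRNAs were higher and 17 lower past both thresholds. The shares therefore cannot tell a kept MS change from a rise of many genes in the EA libraries. Across all tested genes the log2 fold changes of the 2 comparisons had a Spearman correlation of -0.22, and the same MS rats enter both comparisons. Without the MS rat B3 this correlation was -0.40. Genes are not independent replicates, and with different MS rats in the 2 comparisons the mean correlation was 0.0521. For the genes that passed its thresholds in both comparisons, the paper reports that their change was reversed by EA treatment, and it looks among them for possible markers of the antidepressant effect (Figure 3B,C).

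**Figure D1:**
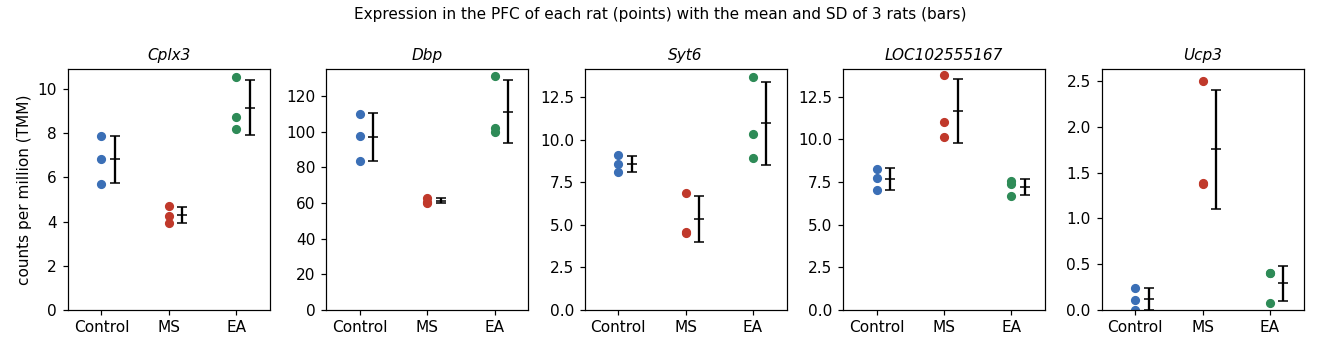
Expression in the PFC of Cplx3, Dbp, Syt6, LOC102555167 and Ucp3 in CPM after TMM normalization, with a point for each rat and a bar for the mean and SD of the 3 rats of a group. The MS rats lie below the Control and EA rats for Cplx3, Dbp and Syt6 and above them for LOC102555167 and Ucp3.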

**FIGURE 3:**
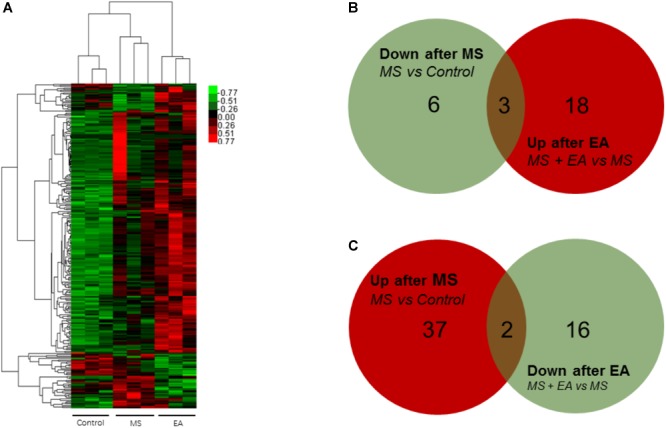
Differential mRNA expression in the prefrontal cortex of Cont, MS, and MS+EA in adult rats. **(A)** Heatmap of differentially expressed genes between Cont, MS, and MS+EA samples (*p* < 0.05) with green and red spectrum colors indicating downregulated and upregulated expression, respectively. **(B,C)** Venn diagrams show overlaps of differentially expressed genes between experimental groups. Three genes decreased in MS group but increased in EA group. Two genes increased expression in MS group but decreased in EA group.

To show the possible cellular functions linked to differentially expressed genes, we used Gene Ontology (GO) enrichment analysis for the differentially expressed genes across three domains, including molecular functions (MF), cellular components (CC), and biological processes (BP) (Table 1). The genes that differentially decreased in the MS group but tended to be reversed after EA treatment were involved in synaptic vesicle exocytosis, circadian rhythm, syntaxin binding and synapse, and so on. 

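Cplx3 and Syt6 are also among the 11 tested genes of a list of markers of cortical layers 6 and 6b, which was set before the data were examined. In MS relative to Control rats, 9 of these 11 genes were lower, with a median log2 fold change of -0.57 (limma's rotation test fry, p = 0.105, and exact permutation of the rats, p = 0.1, the smallest that 3 rats against 3 allow). In EA relative to MS rats, 10 of them were higher, with a median of 0.46 (fry p = 0.0183, exact permutation p = 0.1). Adjusted over the 28 tests of 14 marker sets, the latter fry p was 0.102. No test of a marker set had an adjusted p under 0.05 with fry and 7 had an unadjusted p under 0.05, whereas 15 passed after adjustment with camera, limma's test of a set against the other genes. Without Cplx3 and Syt6, the other 9 markers had a median of -0.35 in MS relative to Control rats (fry p = 0.275, exact permutation p = 0.2) and of 0.46 in EA relative to MS rats (fry p = 0.0762, exact permutation p = 0.1). Sulf1, 1 of these 9 markers, which the paper places in its lncRNA network, had log2 fold changes of -0.57 (edgeR adjusted p = 0.224) and 0.76 (edgeR adjusted p = 0.184). It is also in the paper's Table S2 for EA relative to MS rats, so the 9 markers still hold a gene selected from the same counts.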

Upregulated gene sets in the MS rats and reversed in the EA group were involved in mitochondrial transport, oxidative phosphorylation uncoupler activity, etc.

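The reads on Ucp3 were few, with 2, 4 and 0 in the Control rats, 43, 22 and 23 in the MS rats, and 1, 6 and 5 in the EA rats. The other tested genes of the uncoupling protein family, chosen after their values were seen, were Ucp2, Slc25a14 and Slc25a27. In MS relative to Control rats, their log2 fold changes were -0.09 for Ucp2 (standard error 0.198), -0.06 for Slc25a14 (standard error 0.111) and 0.03 for Slc25a27 (standard error 0.0811). In EA relative to MS rats, they were 0.07 for Ucp2, 0.14 for Slc25a14 and 0.05 for Slc25a27. Among these 4 genes of the family, 1 had an unadjusted p under 0.05 in either comparison, and it was Ucp3 in both.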

**Table 1:** The significant GO terms downregulated in MS but upregulated in EA or upregulated in MS but downregulated in EA (*p* < 0.05).

Domain	GO terms	
	Down-regulated in MS and Up-regulated in EA	Up-regulated in MS and Down-regulated in EA
BP:	Synaptic vesicle exocytosis	Response to superoxide
	Acrosomal vesicle exocytosis	Response to steroid hormone
	Regulation of neurotransmitter secretion	Mitochondrial transport
	Acrosome reaction	Response to glucocorticoid
	Insulin secretion	Cellular response to hormone stimulus
	Neurotransmitter transport	Response to activity
	Circadian rhythm	
	Rhythmic process	
MF:	Syntaxin binding	Hydrogen ion transmembrane transporter activity
	Calcium-dependent protein binding	Oxidative phosphorylation uncoupler activity
	Calcium-dependent phospholipid binding	
	Clathrin binding	
	SNARE binding	
	Neurotransmitter transporter activity	
	RNA polymerase II regulatory region sequence-specific DNA binding	
CC:	Nucleus	Mitochondrial membrane
	Synapse	
	Extrinsic component of membrane	
	Synaptic vesicle membrane	
	Perinuclear endoplasmic reticulum	

Long non-coding RNA is a type of RNA molecule that is more than 200 bp in length and has no protein coding ability. 

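Among the 2146 tested genes typed as lncRNA, ncRNA or miscRNA, 1 was differentially expressed between MS and Control rats, and 183 had an unadjusted p under 0.05. With all genes of at least 1 count tested, the alternative that moved this number most, 27 passed. This gene, LOC100360791, fell from 48.8 ± 6.58 CPM (SD, n = 3) in Control rats to 5.00 ± 0.308 CPM (SD, n = 3) in MS rats. Its log2 fold change was -3.29 (standard error 0.140, edgeR adjusted p = 1.5e-07). The current rat annotation lists this gene as Tpt1l3, a protein-coding relative of Tpt1, whose own expression rose from 208 ± 8.79 CPM (SD, n = 3) to 277 ± 13.7 CPM (SD, n = 3). LOC103691124 was higher in MS rats, with a log2 fold change of 0.71 (standard error 0.121, edgeR adjusted p = 0.0578). LOC100359701 was lower, with a log2 fold change of -1.52 (standard error 0.307, edgeR adjusted p = 0.108). Of the 15 lncRNAs in the paper's Table S2 for this comparison, 14 were tested, and all 14 changed in the direction given there. Over all tested genes 1 of them passed both thresholds, and 14 passed when p was adjusted over the list alone, which the paper had drawn from the same counts. In EA rats all 14 remained on the MS side of the Control mean, and the median share of the MS change kept was 1.21. This median was 1.31 for the 10 upregulated lncRNAs, of which 1 moved back towards the Control mean. For the 4 downregulated lncRNAs it was 0.785, and all 4 moved back. The same Control rats enter both parts of this share, which can lift it above 0 with no change kept. Between EA and Control rats, 72 non-coding genes passed both thresholds, 70 of them higher in EA rats. The shares therefore cannot tell a kept MS change from a rise of non-coding genes in the EA libraries.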

Using the same method as above, we found 11 genes increased significantly in the MS rats relative and 4 genes decreased relative to controls. Thirty-one genes increased in the EA rats relative to the MS rats while one gene decreased. 

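Among the genes typed as non-coding, 0 passed both thresholds between EA and MS rats, and 296 had an unadjusted p under 0.05. Of these 296 genes, 261 were higher and 35 lower in EA rats. More unspliced or nuclear RNA in the EA libraries was not excluded as a source of this rise. The share of mapped reads that span a junction was 17.2% to 19.6% in EA rats and 19.5% to 22.5% in MS rats, by the paper's Table S1. LOC103691152 rose from 4.21 ± 0.241 CPM (SD, n = 3) to 11.0 ± 2.94 CPM (SD, n = 3), with a log2 fold change of 1.38 (standard error 0.247, edgeR adjusted p = 0.159). LOC103692940 had a log2 fold change of 0.91 (standard error 0.216, edgeR adjusted p = 0.197), and LOC102555105 one of 0.93 (standard error 0.260, edgeR adjusted p = 0.236). Of the 32 lncRNAs in the paper's Table S2 for this comparison, 30 were tested, and all 30 changed in the direction given there. All 30 passed both thresholds when p was adjusted over that list alone, which was drawn from the same counts. With the EBSeq model, 36 non-coding genes were higher and 2 lower in EA rats. LOC102552913, 1 of the 32, had over 80% of its reads in the EA rat C10.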

Venn analysis shows that 1 gene co-occurred in two comparison groups: Rps2-ps2 (Figure 4 and Supplementary Table S2).

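Rps2-ps2 had 1, 0 and 3 reads in the Control rats, 0, 76 and 87 reads in the MS rats B3, B4 and B6, and 0, 2 and 3 reads in the EA rats. Set against the detection floor of 3 counts, its MS mean was at least 18.4-fold higher than in Control rats and at least 14.8-fold higher than in EA rats. The MS rat B3 had no read on it, so the groups overlapped. It did not pass filterByExpr and was not tested. With all genes of at least 1 count tested, it passed both thresholds in both comparisons, with opposite signs.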

**FIGURE 4:**
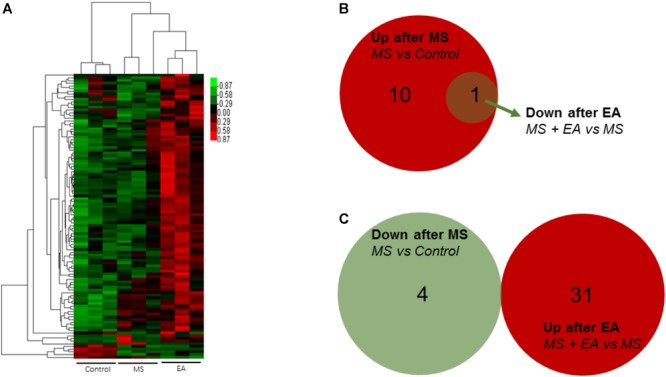
Differential lncRNA expression in the prefrontal cortex of Cont, MS, and MS+EA in adult rats. **(A)** Heatmap of differentially expressed lncRNAs between Cont, MS, and MS+EA samples (*p* < 0.05) with green and red spectrum colors indicating downregulated and upregulated expression, respectively. **(B,C)** Venn diagrams show overlaps of differentially expressed lncRNAs between experimental groups. One gene increased expression in MS group but decreased in EA group. No genes decreased expression in MS group but increased in EA group.

Circular RNA is a new class of RNA that differs from traditional linear RNA. It has a closed loop structure and is abundantly present in the eukaryotic transcriptome. CircRNAs were predicted by finding reads that cover both exons, but the direction is opposite to linear RNA. Twenty genes increased significantly in the MS rats relative to control rats and 17 genes decreased. Eighteen genes increased in the EA rats relative to the MS rats while 28 genes decreased. Venn Analysis shows that expression of two genes increased in the MS group but decreased in the EA group, while one gene decreased in the MS group but increased in the EA group. According to the position of the gene loop, these three genes were derived from *LOC102555866, Npepo, Cdh12* (Figure 5 and Supplementary Table S2).

**FIGURE 5:**
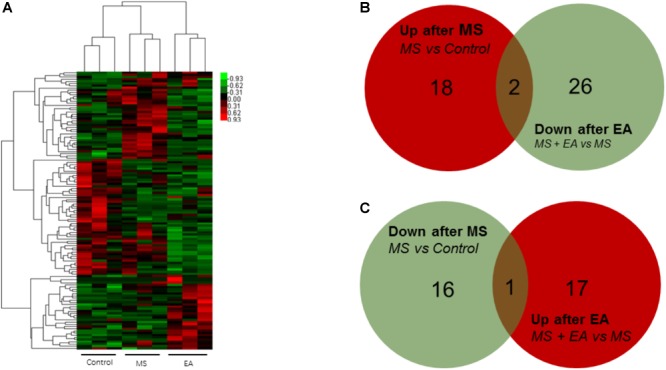
Differential circRNA expression in the prefrontal cortex of Cont, MS, and MS+EA in adult rats. **(A)** Heatmap of differentially expressed circRNAs between Cont, MS, and MS+EA samples (*p* < 0.05) with green and red spectrum colors indicating downregulated and upregulated expression, respectively. **(B,C)** Venn diagrams show overlaps of differentially expressed circRNAs between experimental groups. Two genes increased expression in MS group but decreased in EA group. One gene decreased expression in MS group but increased in EA group.

MicroRNA (miRNAs) is a short-chain RNA about 22 nt in length that can reverse the expression of the target gene by inhibiting its translation or degrading it. Competitively binding miRNAs to regulate the expression of target genes is called competitive endogenous RNA (ceRNA). To explore the relationship between mRNA expression and its regulation, co-expression analysis of lncRNA/circRNA, miRNA and mRNA was carried out using the principle of ceRNA. First, the Miranda and the RNAhybrid algorithms were used to predict the target miRNAs for the circRNA, lncRNA, and mRNA, respectively. The combination of the two algorithms was used as the final result (Supplementary Table S3). Then, the genes with the same expression trend (both belong to decrease/increase – increase/decrease type) of lncRNA/circRNA and mRNA were extracted, and the lncRNA/circRNA, miRNA, and mRNA were combined to form an interaction network after Series Cluster analysis (Supplementary Table S3). 

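The paper's Table S3 places 8 mRNAs and 7 lncRNAs in its lncRNA network, each with a profile of decrease and increase or of increase and decrease. By the mean CPM of the 3 groups, all 8 mRNAs and all 7 lncRNAs followed the profile given for them. The paper had selected these genes by their profile from the same counts, so this result is no independent test. Ucp3, LOC102555167 and Rps2-ps2 were highest in MS rats, and the other 12 genes were lowest there. Abcg2 stood at 18.7 CPM in Control rats, 9.39 CPM in MS rats and 21.0 CPM in EA rats, and its EA values overlapped those of the MS rats. Of the 12, Dbp passed both thresholds in EA relative to MS rats. Per2 and Sulf1 followed the decrease and increase profile without passing. LOC100909986 had at most 2 reads in each MS rat, and its mean was at least 3.38-fold lower there than in Control rats. LOC102552941 had log2 fold changes of -1.73 (standard error 0.551) and 2.19 (standard error 0.543), with edgeR adjusted p = 0.273 and 0.207. The EA rats spread widely for LOC103690450, with 28, 7 and 0 reads. For LOC103690445, LOC103694353, LOC684627 and Ncl-ps1 the edgeR adjusted p was between 0.226 and 0.486 in both comparisons.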

In the lncRNA-miRNA-mRNA predicted interaction network, seven lncRNAs and eight mRNAs had the same expression trend (belonging to the increase-decrease type/decrease-increase type). Thirty miRNAs were predicted to be possible target genes for regulation (Figure 6A). 

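The circRNAs of the circRNA network were not analysed here, since the counts are those of linear genes. Its 17 mRNAs all followed the profile given for them by the mean CPM of the groups, with 2 of the decrease and increase type and 15 of the increase and decrease type. They too had been selected by profile from the same counts. Acsm3 passed both thresholds in MS relative to Control rats and none of the others did. In EA relative to MS rats Cd93 came closest. C7, which is not in the paper's Table S2, stood at 2.69 CPM in Control rats, 13.8 CPM in MS rats and 6.64 CPM in EA rats (edgeR adjusted p = 0.186 and 0.491).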

In the circRNA-miRNA-mRNA predicted interaction network, 28 circRNAs and 17 mRNAs had the same trend. One hundred sixteen miRNAs were predicted to be potential target genes to regulate these circRNA and mRNA changes (Figure 6B).

**FIGURE 6:**
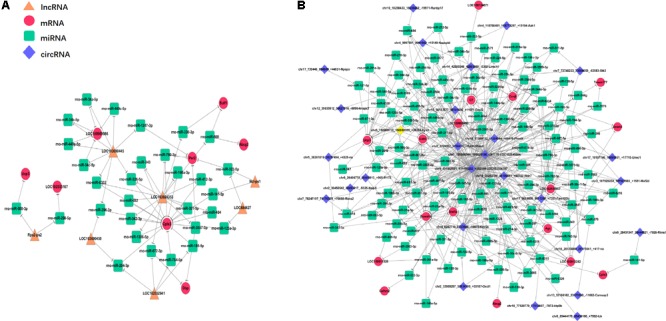
Interaction network of differentiated lncRNA–miRNA–mRNA and circRNA–miRNA–mRNA in the prefrontal cortex of Cont, MS, and MS+EA in adult rats. Diamond, round rectangle, ellipse, and triangle represent circRNA, miRNA, mRNA, and lncRNA, respectively. The genes shown in this figure are the same that belong to the increase-decrease type/decrease-increase type. **(A)** In the lncRNA–miRNA–mRNA predicted interaction network, 30 miRNAs are predicted to be possible target genes for regulating them. **(B)** In the circRNA–miRNA–mRNA predicted interaction network, 116 miRNAs are predicted.

## Discussion

Maternal separation rats exhibited a significantly lower preference for sucrose and higher immobility time (Figure 1C,D), but these behaviors were reversed in the fluoxetine injection group, suggesting MS is a stable and reliable means to model depression-like behaviors. These results are consistent with previous studies that showed chronic stress in early life could induce depressive-like behaviors in adults rats or mice (Arborelius et al., 2004; Vetulani, 2013; Masrour et al., 2018; Ruiz et al., 2018). However, some animal studies have shown that neonatal MS induced anxiety-like behaviors (Banqueri et al., 2017; Auth et al., 2018). Contrastingly, our result in the EPM task, OFT and Light-dark box test showed that rats with neonatal MS spent similar amounts of time in the open arms, center area, and light box, respectively, compared to controls (Figure 1E and Supplementary Figure S1). This difference may be due to a variation of species of animals (rats vs. mice), the MS protocol (longer vs. shorter duration of separation), and the different postnatal periods (PDN1-21 vs. PDN2-15) of MS (Auth et al., 2018). Meanwhile, the difference of housing conditions during the separation period (staying in home cage under 20–22°C vs. being kept in a new cage under 30°C) may also contribute to the variation of behavior phenotypes in adult MS (Banqueri et al., 2017). In addition, we found that the weight of rats with MS increased slightly in adulthood compared to control mice, which is consistent with previous studies (Macri et al., 2008; Yoo et al., 2013; Gonzalez-Pardo et al., 2019). However, other studies show normal body weight or reduced weight of MS rats in adulthood (Ryu et al., 2009; Paternain et al., 2016). Therefore, the relationship between body weight, located environment and MS-induced behavior deficits of animals still needs to be further studied.

Acupuncture (electro- and manual) is a treatment generally recommended for mental illnesses, including depression (Smith et al., 2010; Hempel et al., 2014). Recently, EA at the GV20 and GV29 acupoints has been reported to alleviate depression-related symptoms in model rats induced by chronic unpredictable mild stress (Duan et al., 2009b). Our results are in line with this finding, showing that EA significantly enhanced the sucrose uptake rate in the SPT and decreased the immobility duration in the FST, enabling the most characteristic presentations of depression to be reversed (Han et al., 2015). In addition, early-life stress influenced mature adults with sustained hyper-activation of the HPA axis (Maniam et al., 2014). Consistent with this conclusion, we found rats with MS induced a higher level of ACTH and CORT in their plasma compared to healthy rats (Figure 2D,E), which may in part reveal the potential relationship between early life adverse stress and depression in adulthood (Choi et al., 2018; Frost et al., 2018). Notably, the EA treatment can reverse the increased concentration of ACTH and CORT in rats with MS (Figure 2D,E), which is compatible with other studies showing that EA regulates the function of the HPA axis to treat depression (Tanahashi et al., 2016). Together, these results further confirmed that EA is an effective therapy for depression induced by neonatal MS.

Little is known of the mechanism of depression caused by MS, and the mechanism of anti-depression after EA. To the best of our knowledge, this was the first study to show EA has anti-depressive effects in a depression rat model induced by early MS. We detected the PFC genome-wide transcriptome of male rats suffering from MS to reveal the antidepressant effects of EA at the molecular level. Previous studies found EA can alter gene expression in a chronic unpredictable mild stress-induced rat model for mRNA or miRNA by using microarray or RNA-sequencing (Duan et al., 2014, 2016). However, instead of constructing the cDNA libraries by extracting poly-A (Wang et al., 2017), we constructed them after rRNA depletion to obtain data at a larger scale. Sequencing depth involves mRNA (Figure 3), lncRNA (Figure 4), and circRNA (Figure 5), which allowed us to detect differences in gene expression at the transcriptome level and predict the regulatory mechanisms that may mediate changes to their expression by ceRNA (Figure 6). These results suggest more comprehensive perspectives to explore the antidepressant mechanisms of acupuncture.

By GO enrichment analysis, we found altered gene sets are involved in circadian rhythm (Table 1), which is in accordance with other studies. 

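The 15 tested genes of a clock gene list, set before the data were examined, were compared with the genes that peak with Arntl turned in sign. Arntl, Ciart, Dbp, Per2 and Per3 are in the paper's Table S2 for EA relative to MS rats. Dbp is also there for MS relative to Control rats. The paper had selected them from the same counts, and the list was not tested without them, so its p values are no independent test. In MS relative to Control rats, 14 of the 15 moved against the phase of the Per genes, with a median log2 fold change of -0.38 (fry p = 0.00534, exact permutation p = 0.1). In EA relative to MS rats, 14 of the 15 moved with it, with a median of 0.40 (fry p = 0.00242, exact permutation p = 0.1). EA and Control rats differed by a median of 0.05 (fry p = 0.501, exact permutation p = 0.6). The test that moved these values most was camera, whose p was 1.4e-15 and 3.8e-18 for the first 2 comparisons, against the same limit of p = 0.1 for an exact permutation of the rats. When different MS rats were used for the comparisons with Control and with EA rats, the medians lay between -0.42 and -0.33 and between 0.37 and 0.50. The direction of none of the 15 genes changed in either comparison with total counts or with DESeq2's size factors in place of TMM. The 15 genes as 1 list were not among the 28 adjusted tests of marker sets, but both phases were. For MS relative to Control rats, the adjusted fry p was 0.0579 for the Per phase and 0.102 for the Arntl phase. For EA relative to MS rats it was 0.0553 for each phase. The hour at which the PFC of each rat was removed is not in the labels.

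**Figure D2:**
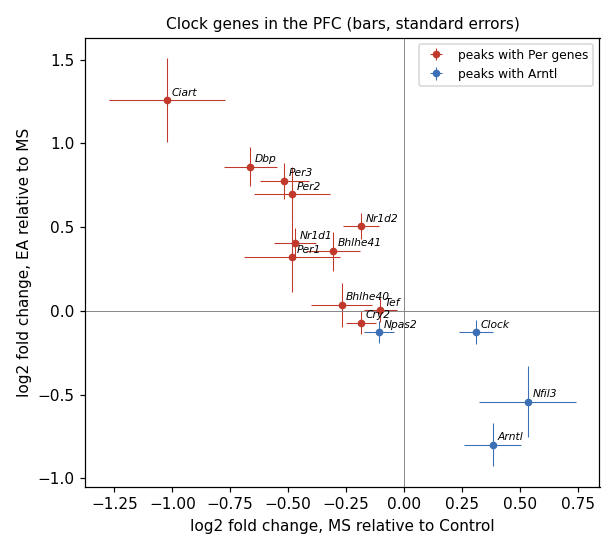
Log2 fold change of each of the 15 clock genes in EA relative to MS rats against that in MS relative to Control rats, with standard errors as bars. Genes that peak with the Per genes lie mostly at the upper left, and Arntl, Nfil3 and Clock lie at the lower right.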

From the dataset of transcripts from postmortem brains, it has been observed that >100 transcripts exhibited rhythmicity across six brain regions, including the dorsolateral PFC, while rhythmicity was much weaker in these brain areas of patients with MDD compared to those with no history of psychiatric disorders. 

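Arntl had 42.7 ± 4.98 CPM (SD, n = 3) in Control rats, 55.7 ± 2.07 CPM (SD, n = 3) in MS rats and 31.9 ± 6.37 CPM (SD, n = 3) in EA rats. Its log2 fold change was 0.38 in MS relative to Control rats (standard error 0.125, edgeR adjusted p = 0.279) and -0.80 in EA relative to MS rats (standard error 0.128, edgeR adjusted p = 0.0938). Per2 had 80.7 ± 20.5 CPM (SD, n = 3), 57.7 ± 2.33 CPM (SD, n = 3) and 93.6 ± 19.3 CPM (SD, n = 3) in these groups. The log2 fold changes of Per2 were -0.48 (standard error 0.164, edgeR adjusted p = 0.291) and 0.70 (standard error 0.165, edgeR adjusted p = 0.197). Per3 had 58.7 ± 6.98 CPM (SD, n = 3) in Control rats and 70.3 ± 8.38 CPM (SD, n = 3) in EA rats, and in the MS rats it had 755, 629 and 661 reads. The log2 fold changes of Per3 were -0.52 (standard error 0.107, edgeR adjusted p = 0.110) and 0.77 (standard error 0.108, edgeR adjusted p = 0.0470). For Arntl, Per2, Per3 and Dbp, the values of the MS rats overlapped neither those of the Control rats nor those of the EA rats. Ciart had the largest changes of the clock genes, with log2 fold changes of -1.02 (standard error 0.250) and 1.26 (standard error 0.251).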

Correspondingly, the canonical clock genes, including *Arntl, Per2-3*, and *Dbp* found in subject transcripts were observed in our analysis (Li J.Z. et al., 2013; Bunney et al., 2015). Furthermore, the clock genes (*Arntl, Per2-3*) of animals suffering from chronic mild stress (CMS) were strongly expressed in the PFC, but did not follow a circadian rhythm. The other study also found a reduction of the BMAL1 protein (*Arntl*) in the PFC of CMS rats (Calabrese et al., 2016; Christiansen et al., 2016). Consistent with our conclusions, one previous study reported EA can ameliorate the bowel dysfunction in spinal cord injury rats, and increase *Per2* expression (Cheng et al., 2016). Another reported that EA has regulatory effects on the circadian rhythm of temperature in CMS rats (Yao et al., 2014).

Additionally, we found the altered genes enrich in the neurotransmitter transporter activity, syntaxin binding, synaptic vesicle membrane. 

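Of the complexin family, 3 genes were tested, and of the synaptotagmin family, 16. None of them had an edgeR adjusted p under 0.05 in MS relative to Control rats or in EA relative to MS rats. This depended on the test. In EA relative to MS rats, the DESeq2 adjusted p was 8.1e-04 for Cplx3 and 0.0039 for Syt6. In MS relative to Control rats it was 0.105 for each. With the EBSeq model both genes passed in both comparisons. At an unadjusted p under 0.05, Cplx3, Syt2, Syt6 and Syt7 differed between MS and Control rats, and Cplx1, Cplx3, Syt6, Syt13 and Syt14 between EA and MS rats. The directions were mixed, with 6 synaptotagmin genes higher and 10 lower in MS than in Control rats, and 5 higher and 11 lower in EA than in MS rats. These counts were the same with total counts or with DESeq2's size factors in place of TMM. Syt2 had a log2 fold change of 0.59 in MS relative to Control rats (standard error 0.198, edgeR adjusted p = 0.283) and Cplx1 one of -0.26 in EA relative to MS rats (standard error 0.0716, edgeR adjusted p = 0.236).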

The genes corresponding to the GO terms are *Cplx3* and *Syt6*. *Cplx3* (complexin 3) is a subunit of the presynaptic protein that affects synaptic transmission. Previous studies indicated that *Cplx3* can affect the neurotransmitter release process by modulating exocytosis (Vaithianathan et al., 2015; Mortensen et al., 2016). Also, activity-dependent BDNF release via endocytic pathways can be regulated by syt6 and complexin (Wong et al., 2015), which is closely linked to depression (Gururajan et al., 2016). Thus, the above altered expression of the syntaxin binding may provide a means to investigate EA anti-depression effects.

Some previous studies suggested lncRNAs with mouse depression models may relate to depression pathologies (Bond et al., 2009; Huang et al., 2017). Furthermore, a study on peripheral blood profiling also found the expression of certain lncRNAs was changed in patients with MDD (Liu et al., 2014). In CMS mice, total saponins from the leaves of Panax notoginseng inhibited depression by regulating circRNA expression (Zhang H. et al., 2018). In the peripheral blood mononuclear cells of MDD patients, hsa_circRNA_103636 was significantly altered, suggesting that circRNA may be a potential novel biomarker (Cui et al., 2016). This suggests that lncRNA and circRNA play a non-negligible role in the mechanisms of pathological depression.

There are many examples of using transcriptome data analysis to investigate the mechanism of acupuncture without co-expression analysis, which could lead to the limitation of unclear and false positives targets (Fu et al., 2014; Hansen et al., 2014; Wang et al., 2015). Using ceRNA, we narrowed the targets of mRNA from 31 to 17 genes with a circRNA_miRNA_mRNA network, and narrowed the targets of mRNA from 31 to 8 genes with a lncRNA_miRNA_mRNA network (Figure 6), pointing the way for further studies to verify the genes and describe their function.

## Conclusion

In summary, our investigation indicates that attenuated neonatal MS induced depression-related manifestation by repeated EA treatment at the acupoints GV20 and GV29 during adulthood. Furthermore, we explored the altered gene sets involved in circadian rhythm and neurotransmitter transporter activity in MS rats through unbiased genome-wide RNA sequencing to investigate alterations in the transcriptome of the PFC.

## Ethics Statement

The experimental procedure was approved by the Animals Care and Use Committee of Guangzhou University of Traditional Chinese Medicine.

## Author Contributions

YC and NX designed the experiments. YZ and JH conducted the EA treatment and data analysis. ZY, XZ, and YS conducted the behavioral tests. YC and LG performed the radioimmunoassay analysis. YZ, JH, and YC wrote the manuscript. LY, XW, and YX helped revise the manuscript. All authors read and approved the final manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

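Total RNA from the PFC of 9 male rats, 3 each of the Control, MS and EA groups, had been depleted of rRNA and sequenced on an Illumina HiSeq X instrument. The authors filtered the reads for quality with FastQC, mapped them to Rnor_6.0 with Hisat2 and deposited the number of reads counted on each gene, as whole-number counts without normalization. The paper states that the longest transcript of a gene was used for its sequencing depth and expression and that RPKM was computed. The deposited counts are not RPKM values. Whether they were taken over the longest transcript alone is not stated and was not tested. The paper's text names neither the counting program nor its strand setting, nor the treatment of reads with several locations. The table holds 37209 genes, of which 23422 are typed as mRNA and 13276 as lncRNA, ncRNA or miscRNA, the types counted here as non-coding. No read was counted in any rat for 11255 genes. The circRNAs of the paper are not among the genes of the table and were not analysed here, and neither were the predicted miRNA targets. The behavioural and hormone results rest on other measurements and were not analysed here.

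The group of each rat was taken from the labels of the samples. The replicate names of the groups are A1, A2 and A6 for Control, B3, B4 and B6 for MS, and C3, C10 and C16 for EA. No paired analysis was possible because the rats of the groups are different animals and nothing in the labels pairs them. The sequenced groups do not include the sham EA group of the paper's behavioural tests. By the paper's account Control rats came from other litters than the separated rats, so litter cannot be told apart from separation. Litter was not part of the model, and its p values treat the rats as independent. The labels and the paper give no sequencing batch or date. The total per rat lay between 12479905 and 19007907 counts. The lowest total of the Control group was 16153292 and that of the MS group 16106381, above the highest total of the EA group, 14913736. A value of 3 counts was taken as the detection floor, and a fold change against a group whose rats were all at or under it was computed against the floor. Standard errors of log2 fold changes are the size of the log2 fold change divided by the square root of F.

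The main analysis used edgeR 4.0.16 in R 4.3.3. Counts were normalized by TMM, genes were kept by filterByExpr with its minimum count of 10, and a quasi-likelihood model with a mean per group was fitted to all 9 rats. Contrasts were tested by the quasi-likelihood F test at the default of the installed version, with Benjamini-Hochberg adjustment over the 16837 genes tested. A gene was taken as differentially expressed at an adjusted p under 0.05 and a fold change above 1.5 in either direction, which are the thresholds that the paper gives. The first fit used this default, and a later fit used a form with bias-adjusted deviances. In that form EA and MS rats differed in 1 gene instead of 3, and EA and Control rats in 239 genes instead of 230. The default was put back as the main analysis after both results had been seen, by the rule that the main analysis uses defaults. The form with bias-adjusted deviances was kept as an alternative added after the data had been seen. Sets of genes were tested with fry of limma 3.58.1 on the edgeR fit, with camera in its preranked form as the alternative. An exact permutation of the rats over the 10 splits of a comparison was added for the median of each set after the data had been seen. Clustering and tables were computed with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

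The alternatives were DESeq2 1.42.0 with its Wald test, edgeR's likelihood ratio test, limma-trend on log2 values, an implementation of the EBSeq model written for this purpose, DESeq2's size factors (RLE) or total counts in place of TMM, a filter of at least 10 counts in every rat, a filter of at least 1 count, a fit of the 6 rats compared, no fold change threshold, and the omission of each rat in turn. All but the form with bias-adjusted deviances were set before the data were examined, as were the thresholds, the lists of marker genes and the rule for the genes named. That rule takes every gene the paper's text names, up to 5 genes per direction and comparison with the smallest adjusted p among those past both thresholds with groups that do not overlap, from each sheet of Table S2 the 3 genes with the smallest FDR and those with an absolute log2 fold change of 5 or more, the genes of the lncRNA network, and the members of reported sets. Genes outside the rule are marked where they were chosen after their values were seen, and these are Acsm5, Pdilt, Tpt1, the other histone H4 genes, the vesicle and uncoupling protein families, C7, LOC100911326 and LOC102552913.

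The procedures were tested on simulated counts with 200 changed genes. The quasi-likelihood test recovered 197 of them, DESeq2 194 and the EBSeq model 188, with 6, 1 and 2 false calls. Every simulated gene had the same dispersion, and changes above the fold change threshold were given only to genes with ample counts. The likelihood ratio test also recovered 197 with 6 false calls, but on the data it called 119 genes between MS and Control rats against 4. The simulation therefore checks the procedures and does not measure how many real changes each test finds here. Between 2 unchanged groups of the simulation the quasi-likelihood test and DESeq2 made 0 calls and the EBSeq model made 4. The positions of genes were used only to find neighbours, with the order of genes in the current rat annotation, in which 88.7% of the tested genes were found by name. Coordinates are not given, since that annotation is of a later assembly than the one the authors used. Splits and relabellings of the rats were drawn with a fixed seed, 100 in number for the 9 rats and all 10 for each comparison of 6 rats. The genes named as having the smallest adjusted p between EA and Control rats are not the full list, since a gene among them is not reported here.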

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

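The tests of thinned libraries, of nuclear lncRNAs and of reads shared with Tpt1 were chosen only after the results were seen.

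EA and Control rats, a comparison the paper does not make, differed in more genes than either comparison it makes. Between them 230 genes passed both thresholds, 210 of them higher in EA rats (91.3%), and 3787 genes had an unadjusted p under 0.05. The genes with the smallest adjusted p among those with groups that do not overlap included Hist2h4a, ATP8, Cpsf6, Trim59 and LOC102547183, higher in EA rats, and LOC100360791, Morn4, Junb and Hspbp1, lower in EA rats. Apart from Hist2h4a, the log2 fold changes of those higher were 1.34 for ATP8, 0.87 for Cpsf6, 1.19 for Trim59 and 1.18 for LOC102547183. Those of the lower genes named here other than LOC100360791 were -0.60 for Morn4, -0.90 for Junb and -0.62 for Hspbp1. In 209 of the 230 genes (90.9%) the MS mean lay between the other means, at a median position of 0.566 of the way from Control to EA. These genes had been selected for the difference between EA and Control rats, which favours a middle position of the MS mean. The position was not compared with relabelled rats, so it does not show a graded change. Genes typed as non-coding made up 31.3% of the 230 genes and 12.7% of the genes tested. The share of the genes past the thresholds depended on single rats. It was 11 of 71 genes without A1, 35 of 154 without A2 and 46 of 155 without A6. It was 55 of 261 without C3, 23 of 121 without C10 and 57 of 178 without C16.

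Several technical explanations were weighed for this difference. Only 1 of the 10 splits of the 6 samples, the real one, gave as many genes, which is the least that 10 splits can give, and the largest number in another split was 2. No data could have given a smaller share, so the splits alone cannot settle a grouping by chance. The EA libraries were the smallest, but with every library thinned to the smallest total 224 genes still passed, so the depth alone does not account for the difference. More unspliced or nuclear RNA in the EA libraries is a candidate explanation. Of 13 listed nuclear lncRNAs only 3 passed the filter, which leaves the test without much weight, and these had a median log2 fold change of 0.27 (fry p = 0.172, exact permutation p = 0.3). In EA relative to MS rats all 3 were higher, with a median of 0.39 (fry p = 0.0604, exact permutation p = 0.1). In MS relative to Control rats all 3 were lower, with a median of -0.16 (fry p = 0.485, exact permutation p = 0.6). In the paper's Table S1 the share of mapped reads that span a junction was 17.2% to 19.6% in the EA rats, under the 20.4% to 23.9% of the Control rats, which goes in the direction of more unspliced RNA. The GC content of the reads was lower in the EA group than in the others in the paper's Table S1, and so was the share of uniquely mapped reads counted on genes. A GC correction was not run, since no gene sequences were at hand, so a difference in composition between the libraries was not excluded. The top 10 genes held a similar share of the counts in all groups, and the labels give no batch. The EA rats differ from Control rats both in the separation and in the treatment, and no sham EA rats were sequenced. By the paper's account the EA and Control rats also came from different litters, and litter was not part of the model. The difference cannot be told apart from unspliced or nuclear RNA, from library composition or from litter, nor, by the splits alone, from a grouping by chance.

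LOC100360791 was also far lower in EA than in Control rats, with a log2 fold change of -3.14 (standard error 0.141, edgeR adjusted p = 2.8e-07), at 5.55 ± 0.776 CPM (SD, n = 3) in EA rats. The paper lists this gene for MS relative to Control rats. It did not move back in EA rats, and each of the 6 MS and EA rats had at most 91 reads against at least 704 in each Control rat. Reads shared with its relative Tpt1 are a candidate explanation. Tpt1 rose by 68.8 CPM in MS rats, where LOC100360791 lost 43.9 CPM, and by 95.5 CPM in EA rats, where LOC100360791 lost 43.3 CPM. A rise larger than the loss leaves room both for reads moved between the genes and for a separate change of Tpt1, so these cannot be told apart. The paper states that the Control rats and the separated rats came from different litters. Whether the litters carried different variants of this gene was not tested, since reads were not at hand. A biological effect of the separation therefore remains 1 of several open explanations.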

How the results depend on the processing

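No test in this part was chosen only after the result was seen, apart from the form of the edgeR fit with bias-adjusted deviances, an alternative chosen after seeing the data.

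The numbers of differentially expressed genes depended on the test and the filter. MS and Control rats differed in 4 genes in the main analysis, in 69 with DESeq2, 119 with edgeR's likelihood ratio test, 96 with the EBSeq model, 207 with all genes of at least 1 count, and 11 with only the 6 samples compared. EA and MS rats differed in 3 genes in the main analysis, in 42 with DESeq2, 49 with the likelihood ratio test, 87 with the EBSeq model, 72 with all genes of at least 1 count, 1 with only the 6 samples compared, 1 with bias-adjusted deviances, and 0 with at least 10 counts in every sample, where 1951 genes had an unadjusted p under 0.05. EA and Control rats differed in 230 genes, in 418 with the likelihood ratio test, 469 with all genes of at least 1 count and 910 with no fold change threshold, and DESeq2, the EBSeq model, limma-trend, RLE size factors, total counts, the stricter filter, the 6 samples compared and bias-adjusted deviances gave between 210 and 332. Genes reversed by EA numbered 0 in the main analysis, with 78 at an unadjusted p under 0.05, and 3 with DESeq2, 4 with the likelihood ratio test, 5 with the EBSeq model and 16 with all genes of at least 1 count. The cause was not tested.

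Non-coding genes that differed between MS and Control rats numbered 1 in the main analysis, 15 with DESeq2, 21 with the likelihood ratio test, 23 with the EBSeq model, 27 with all genes of at least 1 count and 2 with only the 6 samples compared. Between EA and MS rats they numbered 0, with 296 at an unadjusted p under 0.05, and 12 with DESeq2, 16 with the likelihood ratio test, 38 with the EBSeq model and 20 with all genes of at least 1 count. Of the genes in Table S2 for MS relative to Control rats, 4 passed in the main analysis, 32 with DESeq2, 36 with the likelihood ratio test, 56 with the EBSeq model, 43 with all genes of at least 1 count and 11 with only the 6 samples compared. Of those for EA relative to MS rats, 3 passed in the main analysis, 30 with DESeq2, 34 with the likelihood ratio test, 58 with the EBSeq model, 33 with all genes of at least 1 count, 1 with only the 6 samples compared, 1 with bias-adjusted deviances and 0 with at least 10 counts in every sample. The cause was not tested.

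With each rat of a comparison left out in turn, the number of genes went from 2 to 22 for MS relative to Control rats, from 1 to 4 for EA relative to MS rats and from 71 to 261 for EA relative to Control rats. Non-coding genes went from 1 to 4 and from 0 to 2 in the first 2 of these comparisons, and genes in Table S2 from 2 to 9 and from 1 to 4. Genes reversed by EA went from 0 to 2 across the 9 fits. The Spearman correlation of the log2 fold changes, -0.22 over all rats, went from -0.40 to -0.15, and its Pearson counterpart was -0.34. The cause was not tested.

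The clock gene set, which holds genes of Table S2, kept its direction and an unadjusted p under 0.05 under every alternative run. Its fry p was 0.00534 for MS relative to Control rats and stayed between 0.00487 and 0.0209 over 11 alternatives, and it was 0.00242 for EA relative to MS rats and stayed between 0.00191 and 0.0109, while an exact permutation of 3 rats against 3 cannot go below p = 0.1. Marker sets past an adjusted p under 0.05 numbered 0 with fry, with 7 at an unadjusted p under 0.05, and 15 with camera. The cause was not tested. The groups on branches of their own numbered 3 over the genes of Table S2 and 1 over all tested genes with each of the 3 clustering settings, whereas the first division over the genes of Table S2 parted the EA rats with 2 of the settings and the MS rats with complete linkage.

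For the single genes under the naming rule, 1347 values under alternatives were compared with 123 main values. Of these, 1260 kept their direction and their side of the threshold, 39 came to pass it, 20 no longer passed it and 28 changed direction. DESeq2 accounted for 26 of the 39, and 26 of the 28 changes of direction arose with a rat left out. With each rat left out in turn, the log2 fold change of Cdh12 in EA relative to MS rats went from -0.140 to 0.0323, against -0.0450 over all rats. That of LOC102555866 in MS relative to Control rats went from -0.0618 to 0.132, against 0.0501, and that of Npepo in the same comparison from -0.0704 to 0.0766, against 0.0204. That of Tef in EA relative to MS rats went from -0.0336 to 0.0394, against 0.00378. Among the layer markers, Ctgf in EA relative to MS rats went from -0.0968 to 0.464, against 0.143, and in MS relative to Control rats Foxp2 went from -0.214 to 0.164, against -0.0622, Ntsr1 from -1.30 to 0.00766, against -0.862, and Tle4 from -0.147 to 0.0139, against -0.0485. Among the blood genes in EA relative to MS rats, Hba1 went from -0.363 to 0.0312, against -0.124, Hbb from -0.303 to 0.279, against 0.0252, Hbb-b1 from -0.267 to 0.958, against 0.602, and Slc4a1 from -0.410 to 0.235, against -0.0204. Hbb-b1 in MS relative to Control rats went from -0.217 to 0.558, against 0.0458. Limma-trend gave -0.0284 for Hbb and total counts gave 0.0224 for Slc4a1 in EA relative to MS rats. The cause was not tested.

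The corrections for GC content and for gene length, set before the data were examined, were not run, since neither gene sequences nor transcript lengths of the authors' annotation were at hand. A stricter filter gives no value for genes it removes, such as Hist2h4a and Ucp3. The depth limits what can be said of Rps2-ps2 and Ucp3, whose Control rats had at most 3 and 4 reads.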

Differences from the paper's values

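The numbers of differentially expressed genes differed from the paper's. For mRNAs in MS relative to Control rats, the paper reports 39 upregulated and 9 downregulated, and 3 and 0 were found here, with 1787 genes of all types at an unadjusted p under 0.05. Of the alternatives set before the data were examined, DESeq2 with 49 and the EBSeq model with 58 came within 1.5 times the paper's number upregulated, the likelihood ratio test with 8 came within 1.5 times its number downregulated, and no other alternative did so for either. For lncRNAs in that comparison, the paper reports 11 upregulated and 4 downregulated, and 0 and 1 were found among genes typed as non-coding, with 183 at an unadjusted p under 0.05. DESeq2 with 13 and the EBSeq model with 15 came that close to the paper's number upregulated, and the likelihood ratio test with 3 and all genes of at least 1 count with 4 to its number downregulated, and the other alternatives did not.

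For mRNAs in EA relative to MS rats, the paper reports 21 upregulated and 18 downregulated, and 3 and 0 were found here, with 2093 genes of all types at an unadjusted p under 0.05. DESeq2 gave 17 and 13, the likelihood ratio test 20 and 13, the EBSeq model 23 and 23, and all genes of at least 1 count 28 and 24, each within 1.5 times the paper's numbers, and the other alternatives did not come that close. For lncRNAs the paper reports 31 upregulated and 1 downregulated, and 0 and 0 were found here, with 296 non-coding genes at an unadjusted p under 0.05. The EBSeq model with 36 came within 1.5 times the paper's number upregulated and DESeq2 with 1 reached its number downregulated, and no other alternative came that close.

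For mRNAs reversed by EA the paper reports 5, and 0 were found here, with 78 genes of all types at an unadjusted p under 0.05. The EBSeq model, set as an alternative before the data were examined because the paper's methods name EBSeq, also gave 5, and they were the paper's genes Cplx3, Dbp, LOC102555167, Syt6 and Ucp3. DESeq2 gave 3, namely Ciart, Dbp and Ucp3, and the likelihood ratio test called Dbp and Ucp3 among its 3. For lncRNAs the paper reports 1, Rps2-ps2, and 0 were found here. The likelihood ratio test gave 1, which was RT1-O2-ps, and the 2 non-coding genes RT1-O2-ps and Rps2-ps2 passed in both comparisons with all genes of at least 1 count and without the MS rat B3, the MS rat with no read of Rps2-ps2. With all genes of at least 1 count, Dbp and Ucp3 were among 14 mRNAs. No other alternative came within 1.5 times the paper's numbers. The EBSeq model passed 56 of the 63 mRNAs and lncRNAs of Table S2 for MS relative to Control rats and 58 of the 71 for EA relative to MS rats, and 40 and 29 genes outside it. DESeq2 passed 32 and 30 of the genes in these lists, the likelihood ratio test 36 and 34, all genes of at least 1 count 43 and 33, at least 10 counts in every sample 5 and 0, and only the 6 samples compared 11 and 1, against 4 and 3 in the main analysis. The fits that left out a rat passed from 2 to 9 and from 1 to 4. None of the alternatives closed every gap.

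The log2 fold changes themselves differed less. For 36 values of tested named genes that Table S2 also gives, with no group at the detection floor, all 36 lay within the standard error of the paper's value and 0 had the opposite sign, which rests on the same counts. A further 3 values with a group at the floor and 6 values of genes that were not tested are not part of this count.

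The paper's text places Ucp3 among the genes downregulated in MS rats and Syt6 among those upregulated. Here Ucp3 was higher in MS than in Control rats, with a log2 fold change of 3.82, and lower in EA than in MS rats, with -2.58. Syt6 was lower in MS than in Control rats, with -0.69, and higher in EA than in MS rats, with 1.04. The paper's Table S2 gives both genes the direction found here.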

Other observations

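The tests with relabelled groups of all 9 rats, with splits for the non-coding genes, the genes of Table S2 and the clock gene set, and the tests of selected genes, of neighbouring genes and of histone H4 copies were chosen only after the results were seen.

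The real grouping was set against other splits of the same rats. For MS relative to Control rats, 1 of the 10 splits of the 6 samples, the real one, gave as many differentially expressed genes, as many non-coding genes, as many genes of Table S2 and as small a p for the clock gene set. For EA relative to MS rats, 3 of the 10 splits of the 6 samples gave as many differentially expressed genes and 10 of the 10 as many non-coding genes, of which the real split gave 0, with 296 at an unadjusted p under 0.05. In that comparison, 1 of the 10 splits gave as many genes of Table S2 and 1 of the 10 as small a p for the clock gene set. The genes of Table S2, some of which are in the clock gene set, had been selected on the real split, which favours it. With 10 splits no share can be under 0.1 whatever the data, and a count of 0 is matched by every split, so by the splits alone these results cannot be told apart from a grouping by chance. The split of the MS rats B3 and B6 and the EA rat C10 from B4, C3 and C16 gave 72 genes, more than the real one. It follows the first division of the clustering over all tested genes, and nothing in the labels names a batch that it would follow. For the EA and Control rats, the fry p of the clock gene set was 0.501 with the real split. Parting A1, A2 and C10 from A6, C3 and C16 gave 0.00300, and parting A1, A2 and C3 from the others gave 0.0417. All other splits of these rats gave a fry p above 0.1. A small fry p for this set therefore also arose from a mixed grouping.

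With 100 groupings of the 9 rats, the real one included, 100 of the 100 gave at least as many genes reversed by EA as the real 0, and 100 of the 100 at least as many marker sets as the real 0, with 78 genes and 7 tests of sets at an unadjusted p under 0.05. At the unadjusted p, 23 of the 100 gave at least 78 reversed genes. The Spearman correlation of -0.22 between the log2 fold changes of the 2 comparisons was matched or exceeded in size by 99 of the 100 groupings, whose median apart from the real one was -0.44. A negative correlation arises when the same MS rats stand on both sides. With different MS rats in the 2 comparisons the mean correlation was 0.0521, from -0.00456 to 0.143 over the 6 fits, which is consistent with the shared rats as its source. A general reversal of the MS profile by EA was therefore not seen across all genes.

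The Control, MS and EA rats formed branches of their own over the genes of Table S2. So did all 3 groups in 54 of 100 groupings of the rats, the real one included, when each was given its own genes with the smallest edgeR p. That selection resembles the paper's but does not repeat it. The separation is consistent with the selection of the genes.

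The median change of the clock genes, 0.40 in EA relative to MS rats with the genes that peak with Arntl turned in sign, joined genes of both phases in opposite directions. A difference in the hour at which the PFC was removed may produce this pattern, and so may a shift of the clock, and the test gives the same value for both. The hour of removal of each rat is not in the labels or the paper's text, so these cannot be told apart.

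Cplx3 and Syt6 are markers of cortical layers 6 and 6b. Of the other 9 markers, 7 were lower in MS than in Control rats and 8 higher in EA than in MS rats, with medians of -0.35 and 0.46, and the larger fry p of the 2 comparisons was 0.275 (exact permutation p = 0.2 and 0.1). The 9 include Sulf1, which the paper had selected from the same counts for EA relative to MS rats. A different share of deep layers in the dissected tissue may contribute to the change in Cplx3 and Syt6 and was not excluded.

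The 7 tested blood genes were all higher in MS than in Control rats, with a median log2 fold change of 0.87. The 5 of them outside Table S2 were also all higher, with a median of 0.81 (fry p = 0.0312, exact permutation p = 0.1). In EA relative to Control rats the 7 genes were also all higher, with a median of 0.69 (fry p = 0.0600, exact permutation p = 0.3), and so were the 5, with a median of 0.74 (fry p = 0.0379, exact permutation p = 0.1). In EA relative to MS rats the 5 had a median of -0.02 (fry p = 0.897, exact permutation p = 0.9). This is consistent with more residual blood in the tissue of both the MS and the EA rats, and LOC100134871 and Alas2, which are in Table S2, are of this set. Adjusted over the 28 tests, the fry p of the 7 blood genes in MS relative to Control rats was 0.102. The 7 endothelial markers were also all higher in MS than in Control rats, with a median of 0.27. Their fry p was 0.0256, their adjusted fry p 0.102 and their exact permutation p 0.1. In EA relative to Control rats their median was 0.06 (fry p = 0.363, exact permutation p = 0.7). The rise in MS rats was therefore not limited to blood genes.

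Acsm3, Acsm5 and Pdilt lie near each other, with other tested genes between Acsm3 and the other 2, and were all higher in MS rats. A variant in this region carried by some of the rats could raise them together. The 10 nearest other tested genes did not follow Acsm3, since the neighbours of 0.760 of random genes followed theirs as closely, but Acsm5 and Pdilt were not part of this test, so a variant acting on these 3 genes alone was not tested. The listed genes of both comparisons held 2 neighbouring pairs, Pdilt with Acsm5 and Mdfic with Cav2, which a share of 0.207 of random lists matched. For the list of MS relative to Control rats alone this share was 0.0232, and for that of EA relative to MS rats, with 0 pairs, it was 1.

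Hist2h4a had reads in EA rats and at most 1 in each other rat. The 3 other histone H4 genes changed by 0.620 CPM in EA relative to MS rats and did not fall there, so in this comparison reads moved from these copies do not account for the 10.8 CPM of Hist2h4a. Relative to the 46.8 CPM of the Control rats they were lower in EA rats, at 36.3 CPM, a loss close to that gain, but they were as low in MS rats, at 35.6 CPM, where Hist2h4a gained no reads. Other causes, a variant against the reference among them, were not tested.

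The genes LOC102555866, Npepo and Cdh12, from which the paper derives circRNAs, were tested as linear genes. Their log2 fold changes in MS relative to Control rats were 0.05, 0.02 and 0.30, and those in EA relative to MS rats were 0.38, 0.12 and -0.04, none with an adjusted p under 0.05. At an unadjusted p under 0.05, Cdh12 differed in the first comparison and LOC102555866 in the latter. The 16 tested immediate-early genes were all lower in EA than in Control rats, with a median log2 fold change of -0.66 (fry p = 0.0392, exact permutation p = 0.2), a comparison outside the adjusted tests.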
